# Prenatal transcript levels and metabolomics analyses reveal metabolic changes associated with intrauterine growth restriction and sex

**DOI:** 10.1098/rsob.220151

**Published:** 2022-09-14

**Authors:** Siriluck Ponsuksili, Eduard Murani, Frieder Hadlich, Muhammad Arsalan Iqbal, Beate Fuchs, Christina E. Galuska, Alvaro Perdomo-Sabogal, Fabio Sarais, Nares Trakooljul, Henry Reyer, Michael Oster, Klaus Wimmers

**Keywords:** IUGR, miRNA, transcriptome, metabolome, fetal weight, pig

## Abstract

The metabolic changes associated with intrauterine growth restriction (IUGR) particularly affect the liver, which is a central metabolic organ and contributes significantly to the provision of energy and specific nutrients and metabolites. Therefore, our aim was to decipher and elucidate the molecular pathways of developmental processes mediated by miRNAs and mRNAs, as well as the metabolome in fetal liver tissue in IUGR compared to appropriate for gestational age groups (AGA). Discordant siblings representing the extremes in fetal weight at day 63 post conception (dpc) were selected from F2 fetuses of a cross of German Landrace and Pietrain. Most of the changes in the liver of IUGR at midgestation involved various lipid metabolic pathways, both on transcript and metabolite levels, especially in the category of sphingolipids and phospholipids. Differentially expressed miRNAs, such as miR-34a, and their differentially expressed mRNA targets were identified. Sex-specific phenomena were observed at both the transcript and metabolite levels, particularly in male. This suggests that sex-specific adaptations in the metabolic system occur in the liver during midgestation (63 dpc). Our multi-omics network analysis reveals interactions and changes in the metabolic system associated with IUGR and identified an important biosignature that differs between IUGR and AGA piglets.

## 1. Introduction

Approximately 15–20% of piglets in each litter are affected by growth restriction in the uterine horn, resulting in low piglet birth weight [1]. Intrauterine growth restriction (IUGR) is a process caused by an inadequate supply of nutrients and oxygen to the fetus due to maternal malnutrition or placental insufficiency resulting in a fetal weight that is two or more standard deviations lower than the mean at the corresponding gestational age [1,2]. All these processes directly affect metabolic organs, including muscle and liver. Our previous study uncovered the molecular pathways involved in skeletal muscle growth and development and their role in IUGR fetus and in fetal weight [3,4]. In addition, transcriptomic analysis in *longissimus dorsi* muscle (LDM) from pig fetuses at 63 days post conception (dpc) revealed miRNAs and their target genes that correlate with fetal weight [5]. Metabolic dysfunction in skeletal muscle and liver of IUGR fetuses, including mitochondrial function, was reported [6]. The impact of IUGR also affects the proteomes of the small intestine, intermediate metabolism in the liver and energy production in skeletal muscle of fetuses and newborns [7,8]. Higher activity of glutamate oxaloacetate transaminase and lower activity of lipoprotein lipase were reported in the liver of IUGR fetus than the normal fetuses [7]. Insights into shifts of the lipid metabolism in both normal-grown and IUGR fetuses are still limited particularly in pig. Hepatic lipid content in IUGR fetal sheep is similar to controls [9], whereas some studies demonstrate increased hepatic lipid accumulation in preterm human neonates [10]. Fetal sheep exhibiting IUGR showed activation of hepatic glucose production (HGP), increased hepatic gluconeogenic gene expression and resistance to the normal suppression of HGP by insulin [9,11]. Moreover, the use of a sheep model of maternal malnutrition revealed a disturbance in fetal liver lipid metabolism and impact on oxidative stress [12,13]. Compared with other metabolic processes, lipid metabolism remains relatively unexplored in both normally developing fetuses and fetuses with IUGR. All fetuses are capable of synthesizing lipids, but the large differences in neonatal lipid content between species suggest that placental transfer of fatty acids and/or their rate of synthesis by fetuses differs. Fatty acid uptake is low in pigs with an epitheliochorial placenta compared with primates and rodents with hemochorial placentas [14]. In addition, fetal pigs have limited synthesis of fatty acids and triacylglycerols (TAG), resulting in a body fat content of only 1% at birth [15,16]. In pigs, previous studies have shown that the majority of fatty acids in fetuses are not directly derived from maternal free fatty acids (FFA). The increase in plasma-free fatty acids in pregnant sows due to fasting did not affect the percentage of body fat in the fetus [17].

The role of miRNAs in the pathophysiology of pregnancy-associated disorders and potential miRNAs biomarkers for pregnancy complications were reported in our recent studies [3,5,18]. We found fetal weight correlated abundances of muscular miRNAs with potential involvement in IUGR [5]. MiR-34a and miR-210 are the most commonly reported miRNAs involved in the pathophysiology of IUGR, targeting genes for muscle growth and fetal development [3,19,20]. MicroRNAs including miR-29a were shown to trigger the impairment of intestinal epithelial integrity during IUGR in pig [21]. Furthermore, let-7 miRNA family members were shown to be closely related to metabolic processes and serum glucose and insulin content [22,23].

However, liver metabolic and transcriptomic adaptations in IUGR are expected to differ from those in muscle tissues. The liver represents the central metabolic organ and contributes significantly to the supply of energy and specific nutrients, metabolites and also bioactive molecules to the peripheral organs. In pigs, a critical time point for myogenesis was determined at about 63 dpc, where the formation of primary myotubes and secondary fibres overlapped [24]. As for the liver, ultrastructural studies revealed that the fetal pig liver exhibits specific hepatic metabolic competence and hepatopoietic activity at 40–80 dpc, followed by strong glycogen accumulation [25]. Therefore, this time point was chosen for muscle in our previous study [3,4] and for liver in this study.

In pigs, a polytocus animal distinct from sheep and humans, litter size and offspring weight act antagonistically. IUGR occurs in a discrete subset of fetuses that are substantially smaller than their littermates. These universal IUGR effects occur in modern pig breeds where selection for larger litters applies to sows from commercial dam lines. In our study, sibling pairs of IUGR or AGA fetuses of the same sex from the same sow were selected. Applications of metabolomics for the study of animal physiology and biochemistry, especially in IUGR, are still limited. Therefore, we aim to use metabolomics and mRNA and miRNA expression analyses to obtain a holistic view of metabolic changes during midgestation in fetuses with IUGR. The analysis of the metabolome and mRNA and miRNA transcript profiles from liver samples of fetuses with 63 dpc, representing growth-restricted and adequately developed phenotypes, aims to identify liver molecular features associated with intrauterine development. Moreover, the mRNA and miRNA expression data and metabolome data were integrated to infer regulatory networks in the liver and to elucidate their contribution to IUGR.

## 2. Results

The mean weight of the IUGR fetuses was significantly lower than that of the AGA fetuses (115.77 ± 5.5 g versus 175.64 ± 5.5 g; *p* < 0.0001) (figure 1*a*). A significant difference was also found when comparing fetal weight between AGA and IUGR groups in both males and females. No significant difference in weight was found between the sexes across all fetuses, nor between the sexes within the AGA group. By contrast, a weight difference was found between the sexes in the IUGR fetuses (*p* < 0.008), with the mean weight of the male fetuses being lower than that of the females. The histogram of relative fetal weight (%) used to explain the risk of piglet death is shown in figure 1*b*.

**Figure 1.**
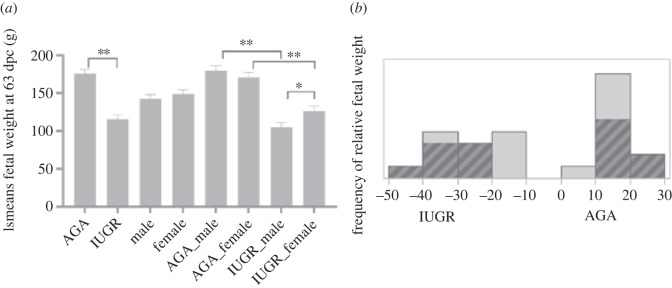
(*a*) Fetal weight at 63 days post conception (dpc) comparing between groups (AGA versus IUGR), sex (male versus female) and the interaction between groups and sex. Fetal weight value (lsmean ± s.e.) are given in grams (g). **p < 0.0001 and *p < 0.001. (*b*) Histogram of relative fetal weight. The dark shadows indicate the proportion of males in this range of relative fetal weight.

### 2.1. Differential expression of mRNA and pathways analysis

A total of 10 086 probe sets passed quality filtering and were used for further analyses. 

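RNA from the livers of 24 fetuses at 63 dpc was hybridized to the Affymetrix Snowball pig array, 1 fetus per array. The deposited values are log2 levels that the authors obtained with the RMA algorithm, which corrects for background, makes the distributions of the arrays alike and summarizes the probes of each probe set. They cover 45864 probe sets for pig transcripts, 1858 for miRNAs and 123 controls, and include those below the authors' filter. In the sources used here each array is labelled with a fetus number only, and the growth group, sex and dam of that fetus are not given. Values are therefore reported over all 24 livers as range and median, and IUGR and AGA fetuses or males and females are not compared here. The fetuses include siblings, so the 24 livers are not fully independent. The medians of the arrays over all probe sets lay between 2.81 and 2.89 on the log2 scale. Over the filtered probe sets each array correlated with the median array at an r of 0.967 to 0.992, and the highest r between a pair of arrays was 0.985, so none appeared to be deposited more than once. The authors filtered by detection calls and by a limit on low signals whose size the paper's text does not name. The detection calls were not used here, and a probe set was kept when its log2 level was at least 6 in at least 18 of the 24 arrays. This left 5868 probe sets, of which 4361 carried a gene symbol. With a limit of 5 the number was 10452, and with a limit of 7 it was 2745. The 69 background control probe sets of the array had a median log2 level of 1.55, but their 95th percentile lay between 6.52 and 6.89 on the different arrays, so levels near 6 overlapped with the upper part of the background. The level of these controls rose with their GC number, with a slope of 0.306 to 0.332 on the different arrays. The upper part of the background therefore lies mainly among GC-rich controls and may not apply to every probe set. The number of arrays limits the precision of all values.

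**Figure D1:**
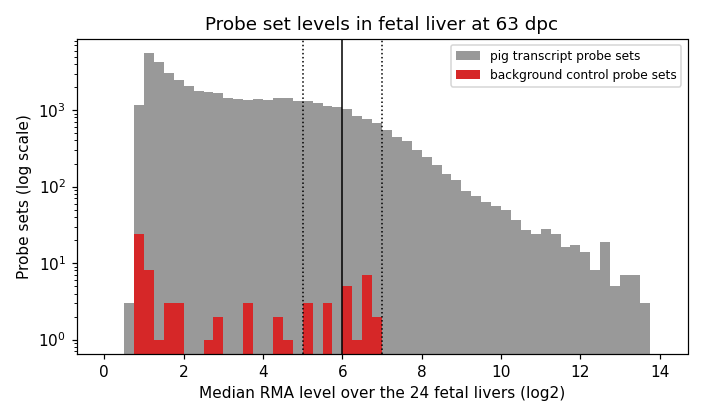
Number of probe sets (vertical axis, log scale) by their median RMA level over 24 fetal livers (horizontal axis, log2), for pig transcripts in grey and for the 69 background controls in red. The solid line marks the limit of 6 and the dotted lines the limits of 5 and 7.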

Mixed-model analysis of expression levels between IUGR and AGA groups, sexes and interaction of the groups and sex in the model revealed 1040 probe sets, showing significant differences in at least one of the comparison groups (FDR < 0.1).

We found that 282 of 914 transcripts were upregulated in IUGR, whereas 632 were upregulated in AGA groups. Few transcripts differed between sexes, including 17 that were upregulated in females and 41 that were upregulated in males. The interaction between sex and fetal outcome revealed interesting aspects. In males, 465 transcripts changed between the AGA and IUGR groups, whereas in females, 314 transcripts changed between the AGA and IUGR groups. Full details of these data can be found in electronic supplementary material, table 1. The number of differentially abundant transcripts between groups and their overlap were shown in figure 2*a*.

**Figure 2.**
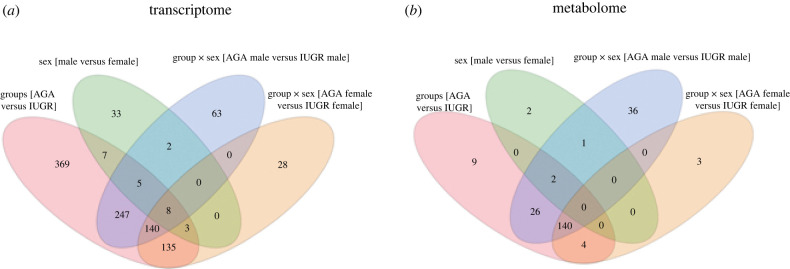
Venn diagrams showing the number of (*a*) transcripts and (*b*) metabolites associated with fetal groups, sex and the interaction of group and sex.

The differentially expressed genes from each comparison were subjected to DAVID (version.6.8) for Gene Ontology (biological processes) (figure 3*a*) and KEGG pathway (figure 3*b*) enrichment analysis. Liver transcripts differentially expressed between IUGR and AGA were enriched in biological processes such as cell cycle, cell death, apoptotic processes and lipid metabolic processes. When comparing IUGR and AGA in females, the differentially expressed genes were enriched in cellular processes, whereas in males they were more enriched in metabolic processes.

**Figure 3.**
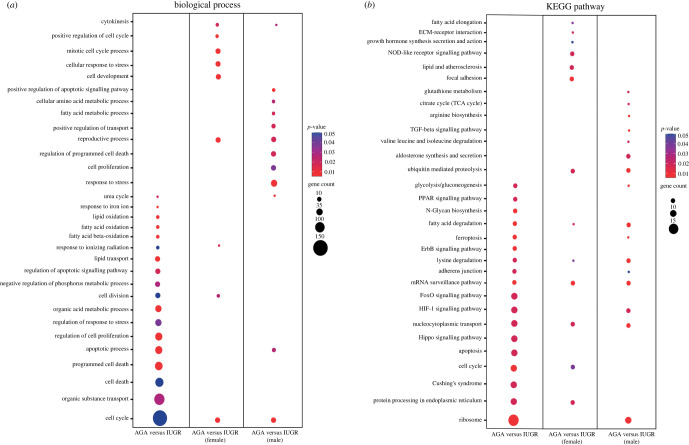
(*a*) Gene Ontology and (*b*) KEGG pathway enrichment analysis of differentially expressed mRNAs between IUGR and AGA and their interaction within sex. The dot size represents the number of transcripts involved in each biological process, while the colour of dots indicates the *p*-value.

In KEGG pathways, the genes differentially expressed between IUGR and AGA were enriched in metabolic processes such as glycolysis/gluconeogenesis, PPAR signalling pathway, fatty acid degradation, ribosome, ferroptosis and lysine degradation. Other pathways such as the HIF-1 signalling pathway and the Hippo signalling pathway were also prominent when comparing between IUGR and AGA, particularly in males. Metabolic pathways of interest such as glycolysis/gluconeogenesis, citrate cycle (TCA cycle), ribosome and ferroptosis were more enriched in males than in females when comparing IUGR and AGA. Figure 4*a* shows some selected KEGG pathways. Upregulated transcripts in the IUGR group were enriched in ribosome, HIF-1 signalling pathway, protein processing, glycolysis/gluconeogenesis, apoptosis and Cushing's syndrome. By contrast, the downregulated transcripts in the IUGR groups were enriched in Hippo signalling, PPAR signalling and fatty acid degradation. 

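Among 10 genes of these pathways, the array levels of ACAA2, which encodes the last thiolase step of mitochondrial fatty acid oxidation, ranged from 6.75 to 8.93 over the 24 livers with a median of 7.83, a 4.51-fold span. ACADM, the medium-chain acyl-CoA dehydrogenase, ranged from 6.19 to 7.51 with a median of 6.87, and GCLM, a subunit of the enzyme that starts glutathione synthesis, from 6.20 to 7.58 with a median of 7.03. ACSL4, which activates long-chain polyunsaturated fatty acids, ranged from 9.76 to 10.91 with a median of 10.55. These 4 genes and the arginase gene ARG2 were the 5 of the 10 genes whose highest and lowest livers differed more than 2-fold, and with all probe sets averaged 4 did. The span of ACSL4 rests on fetus 311, with 10.15 as the next lowest ACSL4 level, in fetus 320. The lowest levels of ACAA2, ACADM, GCLM, DLD and ARG2 lie in the range of the upper background, so their spans are approximate. The dehydrogenase genes ACADL, ACADSB and DLD spanned 1.75-fold, 1.79-fold and 1.69-fold, around medians of 7.64, 8.60 and 7.12. The fumarase gene FH spanned 1.69-fold around a median of 8.41. The iron carrier transferrin, encoded by TF, had a median of 13.01, near the top of the signal range, and spanned 1.26-fold. ARG2 had the widest span, from 3.69 to 6.74, but did not pass the filter, with a median of 5.00. All these values are log2 RMA levels from the probe set with the highest mean level of each gene. For 4 of the genes, further probe sets passed the filter, and they varied together with the one used. The Pearson r was 0.870 for ACADSB, 0.959 and 0.864 for the other probe sets of ACSL4, 0.881 for FH and 0.763 for TF, and Spearman's rho was 0.842, 0.957, 0.779, 0.870 and 0.702. Each of the 5 Pearson correlations had a p of 1e-05 in a two-sided permutation test, the smallest that 100000 permutations can give, and an adjusted p of 1e-05. When all probe sets of a gene were averaged, the medians of ACADSB, ACSL4, ARG2, FH, GCLM and TF all fell by more than 1 SD of the levels over the livers, and the other 4 genes have a single probe set, so this choice could not change them. The qPCR values of these livers were not analysed here.

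**Figure D2:**
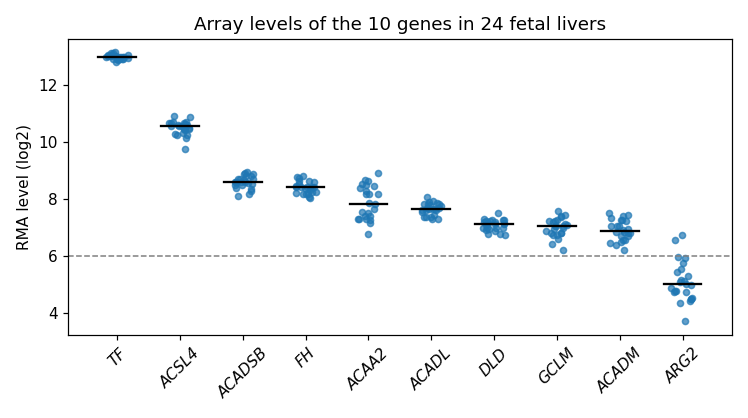
Array levels (vertical axis, log2 RMA) of the 10 genes in 24 fetal livers, 1 point per liver, with the median as a black bar and the filter limit of 6 as a dashed line. TF lies highest with a median of 13.01, ACAA2 spreads from 6.75 to 8.93, and most livers lie below the limit for ARG2.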

We selected some of the transcripts of these pathways for validation by qPCR (figure 4*b*).The microarray and qPCR data show high level of correspondence with Pearson correlation coefficient (*r*) of: *ACAA2* (*r* = 0.94, *p* < 0.0001), *ACADL* (*r* = 0.85, *p* < 0.0001, *ACADM* (*r* = 0.70, *p* = 0.0001), *ACADSB* (*r* = 0.55, *p* = 0.0052), *ACSL4* (*r* = 0.69, *p* = 0.0002), *ARG2* (*r* = 0.75, *p* < 0.0001), *DLD* (*r* = 0.62, *p* = 0.0011), *FH* (*r* = 0.58, *p* = 0.0027), *GCLM* (*r* = 0.75, *p* < 0.0001) and *TF* (*r* = 0.65, *p* = 0.0006).

**Figure 4.**
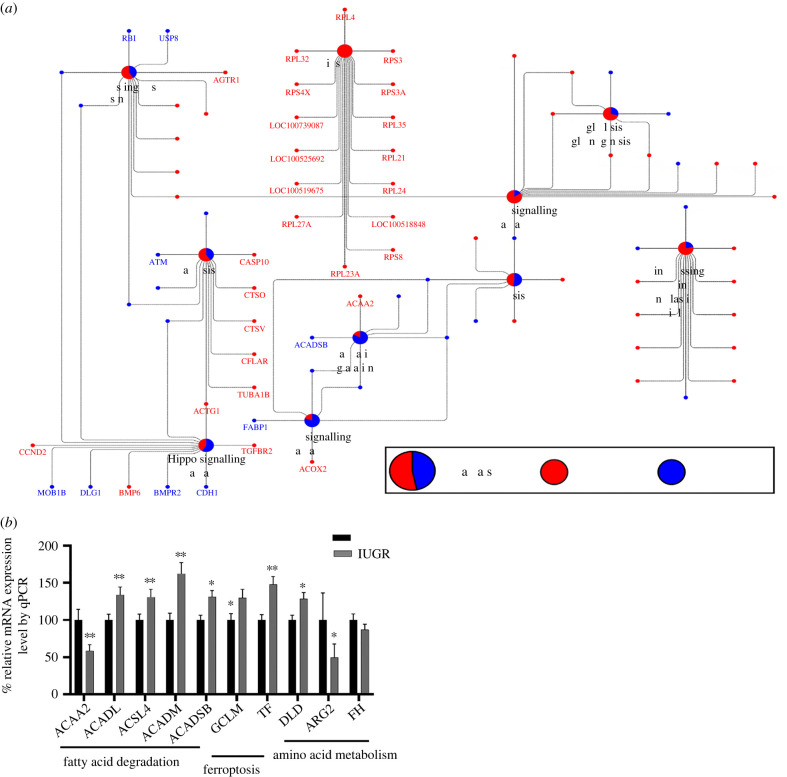
(*a*) KEGG pathway enrichment analysis of differentially expressed mRNAs between IUGR and AGA. The pie charts indicate the group-specific proportions of mRNAs associated with IUGR to the KEGG pathways. The red sections show mRNAs upregulated in IUGR group, whereas the blue sections represent mRNAs downregulated in the IUGR group. (*b*) Expression of genes related to fatty acid degradation, ferroptosis and enzymes of other amino acid metabolism by real-time qPCR.

### 2.2. Differential expression of miRNA and their mRNA targets

The miRNAs were selected based on our previous study on fetal muscle samples involving fetuses [3]. A total of 40 miRNAs were used for liver miRNA profiling. Two miRNA (miR-885-3p and miR-34a) were upregulated in the IUGR group compared with the AGA group, while six miRNA (miR-216, miR-188-5p, miR-144, miR-10a-5p, let-7 g-5p and miR-182) were downregulated in the IUGR groups. Only miR-155-5p was significantly upregulated in males compared with females. The miRNAs ssc-miR-216, miR-188-5p, miR-885-3p and miR-34a were significantly different between AGA and IUGR groups in males, whereas ssc-miR-216, miR-188-5p, miR-144 and miR-10a-5p were significantly different in females. All details of differentially expressed miRNA are shown in electronic supplementary material, table 2. Using RNAhybrid, we found potential target genes of two upregulated and six downregulated miRNAs with their negatively correlated genes, which were also differentially expressed between IUGR and AGA. Finally, 631 mRNA-miRNA pairs were used for further analysis. Our analysis showed that two upregulated miRNAs (miR-885-3p and miR-34a) can potentially target 108 and 145 downregulated genes, respectively. Some of these transcripts belong to important pathways such as HIF-1 signalling pathway (*TF, HIF1A, PIK3R1, IGF1R, PIK3CB*), ferroptosis (*TF*), citrate cycle, glycolysis/gluconeogenesis, PPAR signalling pathway (*ACADM, PCK1, PGM1* and *SUCLA2*), regulation of lipolysis in adipocytes (*ABHD5, PIK3CB* and *PIK3R1*) and TGF-beta signalling pathway (*ROCK1* and *SMAD6*) (figure 5). Six other miRNA which were downregulated in IUGR groups may potentially target 378 transcripts which are enriched in many pathways including citrate cycle (TCA cycle), HIF-1 signalling pathway, ferroptosis, glycolysis/gluconeogenesis, sphingolipid metabolism, ErbB signalling pathway, PPAR signalling pathway, fatty acid elongation and biosynthesis of unsaturated fatty acids (figure 5).

**Figure 5.**
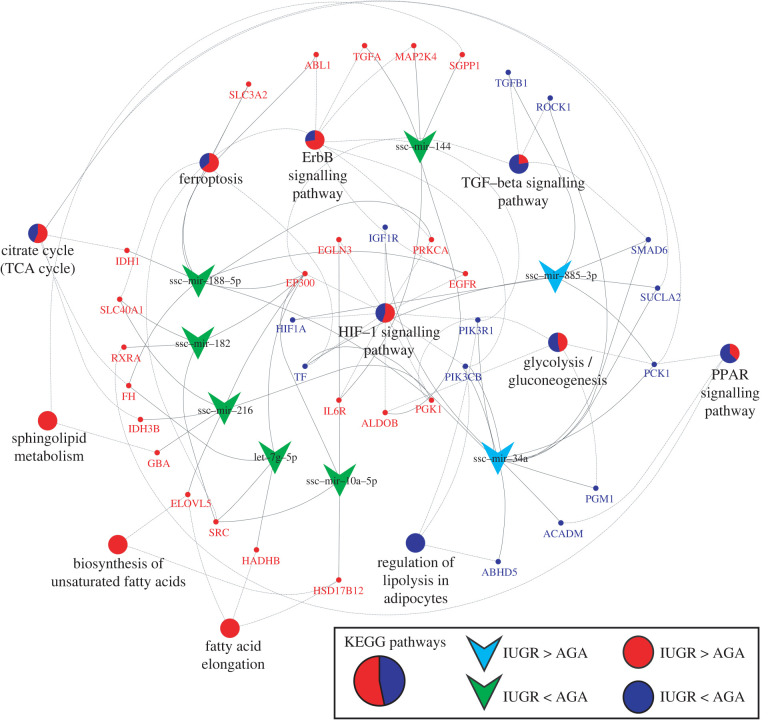
Correlation network analysis of eight significantly regulated miRNAs between IUGR and AGA fetal groups and their negative correlation and predicted mRNA targets. These targets mRNA belong to KEGG pathway. The pie charts indicate the proportion of the gene's contribution to KEGG pathways. The red section shows that mRNAs were upregulated in IUGR compared to AGA, while the blue section showed the opposite. The green symbol depicts miRNAs downregulated in IUGR, whereas the sky blue symbol indicates miRNAs upregulated in IUGR groups.

### 2.3. Metabolome analysis

Finally, 742 hepatic metabolites were used for further analysis. Annotation of these metabolites based on KEGG and the Human Metabolome Database (HMDB) identified 599 of 742. The nine most enriched metabolic pathways were arginine biosynthesis, aminoacyl-tRNA biosynthesis, histidine metabolism, arginine and proline metabolism, taurine and hypotaurine metabolism, glycerophospholipid metabolism, sphingolipid metabolism, lysine degradation and linoleic acid metabolism. At a 10% FDR threshold, 83 of 742 metabolites were significantly different in at least one of the group comparisons (see electronic supplementary material, table S3). Most of these metabolites belong to the categories of sphingolipids (33/83), phospholipids (31/83), diglycerid/triglycerids (4/83) and amino acids (3/83).

Forty-one metabolites were differentially altered between the AGA and IUGR groups, including 16 metabolites that were more abundant in the IUGR group, whereas 25 were more abundant in the AGA group. A particular metabolite, omega-linoleoyloxy cer(t18:1(6OH)/26-28:0) with different formulaes, belonging to the sphingolipid category, was frequently found in higher abundance in the IUGR group. Most of the significant metabolites with higher abundance in the IUGR group belong to the nonpolar phase with a positive ionization mode. Only five metabolites belonging to the phosphatidylethanolamine category showed gender differences, including octadecatetraenoate, which was higher in males. In males, 65 altered metabolites were found between AGA and IUGR groups. In the male IUGR group, only 7 metabolites belonging to the sphingolipid class (omega-linoleoyloxy cer(t18:1(6OH)/26-28:0), g-butyrobetaine and 5-hydroxy-DL-tryptophan) were upregulated. Other 58 metabolites were detected at higher levels in male AGA. When AGA and IUGR were compared in female, only 7 metabolites were differentially abundant. Two out of these 7 metabolites were upregulated in IUGR and 2 metabolites (arsenous acid and dihydrothymine) in the AGA group. The details and the number of metabolites that changed between groups and their overlaps are shown in electronic supplementary material, table 3 and figure 2*b*.

### 2.4. Pathway analysis of different metabolites and transcripts

To integrate the common pathways from metabolite and transcript data, the lists of significant differentially expressed genes (DEGs) and significant differentially expressed metabolites (DEMs) that were annotable were used for the analysis. Focusing only on metabolic pathways, eight significant pathways (*p* < 0.05) were identified including lysine degradation, sphingolipid metabolism, arginine biosynthesis, citrate cycle (TCA cycle), glycerophospholipid metabolism, linoleic acid metabolism, taurine and hypotaurine metabolism and glycolysis/gluconeogenesis (figure 6*a*). Five metabolic pathways (lysine degradation, sphingolipid metabolism, arginine biosynthesis, linoleic acid metabolism, and taurine and hypotaurine metabolism) were significantly enriched when AGA and IUGR were compared in males (figure 6*b*). Only lysine degradation and sphingolipid metabolism were enriched when AGA and IUGR were compared in females (figure 6*c*).

**Figure 6.**
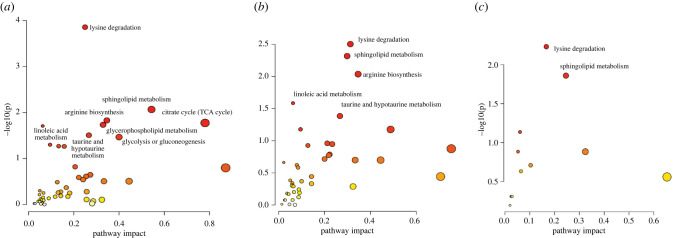
Metabolic pathways analysis of integrated metabolites and transcripts detected in fetal liver (*a*) when comparing AGA and IUGR groups, (*b*) when comparing between male AGA and IUGR fetuses and (*c*) when comparing between female AGA and IUGR fetuses. The significant pathways at *p* < 0.05 were labelled.

### 2.5. Integration and identification of biosignatures specifying the IUGR and AGA fetuses

After pre-processing and filtering, data from 24 animals (12 from IUGR and 12 from AGA) were considered for further downstream analyses. Finally, we combined transcriptome data (6,284 mRNAs, 40 miRNAs) and metabolome data (742 metabolites) from the liver of IUGR and AGA fetuses. 

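The filtered probe sets with a symbol represented 3379 distinct genes in the 24 livers. Gene names came from an annotation of the array dated before the study, which gives 1 symbol each to 26426 of all probe sets on the array, for 13755 distinct genes, and the others are unnamed here. The 10 genes with the highest mean signal were IGF2, the main fetal growth factor of this family, the plasma protein genes SERPINA1, ORM1, TF, TTR and AFP, the translation genes RPS12 and EEF1A1, and LRP1B and LOC100153899. IGF2 had a median log2 level of 13.70 and SERPINA1 of 13.43, and both spanned less than 1.14-fold over the 24 livers. Both lie at the top of the signal range, where compression of differences was not examined. A small span there need not mean a constant transcript level. Signals of different probe sets do not measure the relative abundance of their transcripts. Across the 3379 genes the highest and the lowest liver differed by a median of 1.64-fold, and 65 genes differed more than 4-fold. IGFBP1, which encodes an insulin-like growth factor binding protein made in liver, was among the 10 genes with the largest SD and ranged from 7.69 to 12.12, a 21.6-fold span that rests in part on 1 liver, since the second lowest level was 9.24. The interferon-induced gene IFI6 spanned 21.2-fold, from 5.29 in the lowest and 5.98 in the second lowest liver, and the granulocyte gene S100A9 spanned 17.9-fold, but the lowest levels of both lie below the filter limit and in the range of the background, so these are not exact folds. With a limit of 5 in place of 6, the number of distinct genes was 5647. The miRNA and metabolite values of the combined data were not analysed here.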

Significant biosignatures were predicted from the dataset using the mixOmics platform. To investigate data variation between IUGR and AGA, we performed a discriminant analysis using sparse partial least square discriminant analysis (SPLS-DA) available in the mixOmics R package. The analysis resulted in the selection of the most discriminating features between IUGR and AGA, including 7 miRNAs, 30 mRNAs and 30 metabolites. Only one component achieved an error rate less than 0.01. A Circos plot shows the correlation between the different omics blocks (figure 7*a*; correlation threshold: |*r*| > 0.75). The heatmap of the biosignature panel containing mRNAs, miRNAs and metabolites shows that the IUGR or AGA group form clusters separately (figure 7*b*). All features selected by DIABLO confirm the major differentially expressed mRNAs, miRNAs and metabolites between fetal groups. Metabolites such as omega-linoleoyloxy cer(t18:1(6OH)/27-29:0 were identified in the panel and correlated strongly positively with the acetyl-CoA Acyltransferase 2 gene (*ACAA2*), whereas they correlated strongly negatively with the acyl-CoA dehydrogenase medium chain gene (*ACADM*). By contrast, *ACAA2* was negatively correlated and *ACADM* was positively correlated with phosphatidylethanolamine (PE), including PE(15:0/22:6(4Z,7Z,10Z,13Z,16Z,19Z)), PE(15:0/20:4(5Z,8Z,11Z,14Z)), PE(18:0/22:6(4Z,7Z,10Z,13Z,16Z,19Z)), PE(15:0/22:4 (7Z,10Z,13Z,16Z)). The activated receptor for activated C kinase 1 (*RACK1*) was the most conspicuous gene, positively correlated with omega-linoleoyloxy cer(t18:1(6OH)/27-29: 0 and negatively correlated with PE(15:0/22:6 (4Z,7Z,10Z,13Z,16Z,19Z)), PE(15:0/20:4 (5Z,8Z,11Z,14Z)) and PE(18:0/22:6 (4Z,7Z,10Z,13Z,16Z,19Z)).

**Figure 7.**
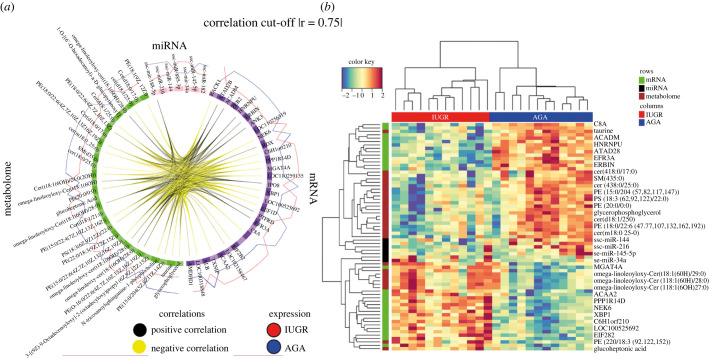
Circos plot and heat map depicting the molecular features identified using DIABLO and their correlation. (*a*) Circos plot demonstrates the biosignature from three datasets, including miRNAs, mRNAs and metabolites associated with to IUGR and AGA. The selected biomarkers from each data type were represented in the outer cycle. The black line indicates a positive correlation, whereas the yellow line represents a negative correlation. The red and blue lines represent the abundance of the features in IUGR and AGA, respectively. (*b*) The heat map of the correlation matrix calculated based on the features selected by DIABLO shows strong groups of highly correlated features. Some of these features are labelled on the left.

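ACAA2 and ACADM, mRNAs of the panel that encode enzymes of fatty acid oxidation, varied in opposite directions over the 24 livers. Livers with a higher array level of ACAA2 had a lower level of ACADM, with a Pearson r of -0.650 (p = 0.00069) and a Spearman's rho of -0.627 (p = 0.00132), both from two-sided permutation tests over all 24 livers without regard to growth group. Without the 2 livers farthest from the median of ACAA2, r was -0.638. The levels of ACAA2 left a gap between 7.84 and 8.16, below the size fixed in advance for calling separate clusters. Within the 13 livers below this gap r was -0.440 (p = 0.138, permutation test), with a rho of -0.192 (p = 0.529), and within the 11 livers above it r was -0.0456 (p = 0.895, permutation test), with a rho of 0 (p = 1). The relation was therefore not detectable within either side, but each side holds fewer livers and a narrower range of ACAA2, which lowers r for a continuous relation as well. The permutations treated sibling livers as independent. The study picked both genes on these same arrays as features that separate the growth groups, which by itself favours a strong correlation, so these p-values are not independent evidence of a relation. This was the only pair tested, so the adjusted p equals the raw p. RACK1 and the miRNAs and metabolites of the panel were not analysed here.

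**Figure D3:**
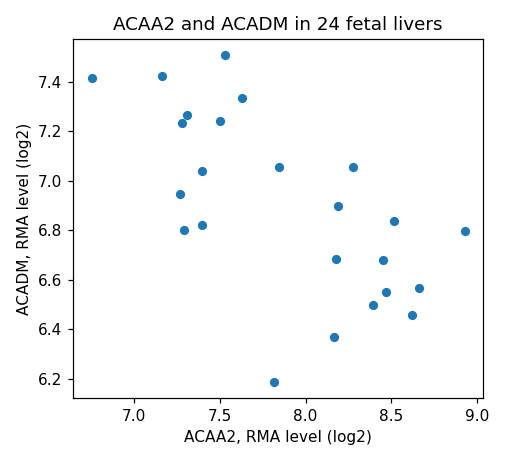
Array level of ACADM (vertical axis, log2 RMA) against that of ACAA2 (horizontal axis, log2 RMA), 1 point for each of 24 fetal livers. The points fall from the upper left to the lower right, with a gap in ACAA2 between 7.84 and 8.16.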

## 3. Discussion

Prenatal development is an important predisposing factor for perinatal development and postnatal growth [26]. Variability in piglet weight depends not only on maternal nutrition but also on other maternal influences such as uterine capacity, parity and health status. Models of IUGR in farm animals are mostly based on maternofetal stress caused by environmental, nutritional or health conditions [27]. Expression profiling of fetal liver of pig differing in utilization and partitioning of energy will point to metabolic pathways, which affect these physiological properties. In addition, the study of the metabolome during prenatal development is a promising way to identify and characterize parameters of piglet maturity at birth [28]. Ultrastructural studies revealed that the fetal pig liver exhibits specific hepatic metabolic competence and hepatopoietic activity at 40–80 dpc, followed by mainly glycogen accumulation [25]. Accordingly, it is of interest to investigate the particular phase of metabolic activity in liver development between IUGR and AGA fetuses, and the focus of this study was on samples derived at 63 dpc. Here, we identified more than 1000 fetal liver transcripts associated with IUGR, including metabolic and non-metabolic pathways.

The HIF-1 signalling pathway and Hippo signalling were among the most dysregulated pathways during embryogenesis or IUGR outcome [3,18,29]. The Hippo signalling pathway has been reported to play an early and essential role in mammalian embryogenesis [30]. HIF-1 is an important transcriptional regulator that mediates cellular responses to hypoxia in mammals [31]. Our present study showed that many transcripts belong to the HIF-1 signalling pathway, including *HIF1A, TF, ALDOB, PGK1, EGLN3, PRKCA* and *EGFR*. Interestingly, we found transcripts regulated in different directions in the IUGR and AGA groups, including a decrease in the level of *HIF1A* in IUGR, whereas the transcript level of *EGLN3* increased. HIFs are regulated posttranslationally by oxygen-dependent hydroxylation of proline residues by prolyl hydroxylase domain protein (PHD), which targets HIF-1*α* for degradation [32]. *EGLN3* is a one of isoforms of PHD and was upregulated in IUGR, possibly to compensate for lower PHD activity caused by oxygen deprivation. Transcriptional upregulation of *EGLN3* has been shown to regulate the HIF response under low oxygen conditions and ensure cell survival under hypoxia [33]. Other transcripts belonging to glycolysis/gluconeogenesis are also associated with HIF-1 signalling pathways (figure 4*a*). Hypoxia can induce or reprogram metabolism to maintain bioenergetic homeostasis during hypoxia [34]. Together with our previous study, HIF-1 signalling and Hippo signalling were shown to play important roles in both skeletal muscle and metabolic process in the liver of IUGR fetuses [3].

Iron-dependent lipid peroxidation (ferroptosis) mediates programmed cell death. Four ferroptosis-related genes, including *ACSL3, ACSL4, GCLM* and *TF*, were decreased in the IUGR group, whereas others, *GPX4, SLC3A2* and *SLC39A14*, were increased, the former promoting ferroptosis and the latter limiting it. The result suggests that ferroptosis in IUGR may be slowed down by an increase in *GPX4, SLC3A2* and *SLC39A14*, leading to a decreased formation of lipid peroxide or iron transport. In fact, glutathione peroxidase 4 (GPX4), which converts lipid peroxides to non-toxic lipid alcohols, is the primary cellular mechanism controlling ferroptosis [35]. Furthermore, solute carrier transporters, including SLC3A2 and SLC39A14, have been shown to limit ferroptosis by reducing iron accumulation. By contrast, ACSL4 and other members of the long-chain acyl-CoA synthetase family, GCLM and TF limit ferroptosis by reducing or blocking GPX4 or impeding iron transport [36,37].

Furthermore, when comparing IUGR and AGA, ribosome and ferroptosis were more enriched in males than females. This may suggest that male IUGRs attempt to prioritize growth through upregulated ribosomal transcripts while upregulating apoptosis or ferroptosis, as reported in a previous review on sex-specific adaptations to a change in the *in utero* fetal environment [38].

Another pathway of interest was Cushing's syndrome. We found genes such as *AGTR1, CDKN2B, CRHR1, EGFR, FH* and *LDLR* were upregulated in IUGR, while *RB1, USP8, APC, GSK3B* and *ITPR1* were downregulated in IUGR fetuses. Cushing's syndrome is a disorder that occurs when too much of the hormone cortisol is produced over a long period of time. During pregnancy, maternal cortisol levels increase and have a positive effect on neural development [39]. However, overexposure to glucocorticoids resulted in lower birth weight, an unfavourable metabolic profile and a behavioural phenotype in adulthood in the offspring [40].

Many biological processes and KEGG pathways involved with energy metabolism (citrate cycle, glycolysis/gluconeogenesis) and lipid metabolism (lipid oxidation, fatty acid oxidation, lipid transport and fatty acid degradation) were significantly changed when comparing IUGR and AGA fetuses. Gluconeogenesis is a pathway of glucose synthesis from non-carbohydrate precursors during fasting, starvation or IUGR conditions to maintain blood glucose levels. Studies of IUGR in sheep showed increased expression of gluconeogenic genes, including the rate-limiting phosphoenolpyruvate carboxykinases 1 and 2 (*PCK1* and *PCK2*) [27]. We found that transcripts such as *GAPDH, ALDOB, ENO1* and *PGK1*, which are part of glycolysis/gluconeogenesis, were more highly expressed in the fetal liver with IUGR. Glycolysis, a metabolic pathway that breaks down glucose, is critically regulated by insulin secretion [41]. Fetuses with IUGR have low insulin concentrations [42], which partially explains the low glycolysis along with the upregulation of gluconeogenesis in IUGR. Other metabolic pathways associated with IUGR are the citrate cycle (TCA cycle) including *ACO1, FH, IDH1* and *MDH1*, which are overexpressed in the IUGR liver. A previous study reported that skeletal muscle in IUGR adapts to hypoxaemia and hypoglycaemia by decreasing the activity of complex I and TCA cycle enzyme [43]. By contrast, fetuses with IUGR undergo early activation of hepatic glucose production, an ATP- and substrate-intensive process that is activated to counteract hypoglycaemia [11]. These observations suggest that various metabolic adaptations in IUGR are tissue-specific [6]. Lipids in the liver are associated with a number of biological functions, including the provision of energy, as a major structural component of membranes, mostly belonging to the glycerophospholipids, and as important signalling lipids such as the sphingolipids. Maternal lipid metabolism is involved in biological processes for cell growth and development, cell signalling and the development of critical structural and functional features of the feto-placental unit [44]. Fatty acids are an essential energy source for the fetus, while phospholipids are important as cell membrane components and for tissue development [45]. Fatty acid binding protein (FABP1) is crucial for fatty acid uptake and intracellular transport and also plays an important role in regulating lipid metabolism and cellular signalling pathways, and as a cellular antioxidant [46]. The expression of *FABP1*, which belongs to the PPAR pathway, was significantly lower in the IUGR groups compared to AGA (*p* < 0.003) and was particularly low in the male IUGR group. For other signalling pathways such as lipid degradation, transcripts including *FABP1, ACADL, ACADM, ACADSB, GCDH, ACSL4* and *ACSL3* were also less expressed in the IUGR groups.

Differentially abundant transcripts and metabolites were found that were mutually confirmed to belong to the same metabolic pathways. Analyses of the metabolic pathways of differentially expressed transcripts and differentially abundant metabolites showed, in particular, shifts in the lipid metabolism in IUGR and AGA (figure 6*a*). Interestingly, when IUGR and AGA were compared, a greater difference in metabolic characteristics was observed in males than in females. These sex bias phenomena can be observed not only from the lower weight of male IUGR compared with female IUGR (figure 1), but also in a number of transcript and metabolite changes (figure 2*a,b*). Accordingly, sex-specific developmental dynamics were observed in a previous study focusing on the liver transcriptome of IUGR piglets [47]. In particular, male IUGR piglets are more susceptible to impaired metabolic homeostasis [47]. Together with our data, it indicates that the sexual dimorphism associated with IUGR occurs early in the embryonic period and that IUGR is more pronounced in males, especially in the metabolic system. Elements of the sphingolipid pathway are not only components of the cell membrane, but also bioactive lipids that are signalling molecules in cellular processes such as differentiation and apoptosis [48,49]. Sphingolipid metabolism is required for the maintenance of normal pregnancy [50,51]. As shown in this study, besides phospholipids, sphingolipids were the major group of lipids that differed between IUGR and AGA. Ceramides are intermediates of sphingolipid metabolism obtained by both *de novo* synthesis and via recovery pathways. We found that some of these intermediates (Cer(d18:)/Cer(t18:)/Cer(m18:)/Cer(t15:) are lower in IUGR than in AGA fetuses. Other metabolites that also belong to the sphingolipids of the main class of ceramides are omega-linoleoyloxy-Cer(t18:1(6OH)/26-19:0), but these are more abundant in IUGR than in AGA. Interestingly, these differences between IUGR and AGA are more pronounced in male than in female fetuses. In this study, we found significantly lower taurine levels in IUGR compared to AGA (*p* < 0.0005) and especially lower levels in male IUGR. Taurine, a sulfur-containing organic acid with various cellular and physiological functions [52], is synthesized in the liver from methionine/cysteine in adults, while fetuses depend on taurine supplied by mothers via the placenta [53]. This indicates that insufficient maternal nutrient supply to fetus is the main cause of impaired development.

MiR-34a, one of the two miRNAs shown to be increased in the IUGR groups in this study, has been found to be abundant in the placenta, maternal circulation or muscle tissue, associated with the pathophysiology of IUGR or preeclampsia [18,20]. The same study also reported that miR-34a is induced by hypoxia in choriocarcinoma cells [20]. The miR-34a is also involved in fat and glycogen metabolism under hypoxia stress [54]. Our previous study using muscle tissues of the same animals revealed upregulation of miRNA, including miR-34a and miR-210, in the IUGR group [3]. By contrast, miR-210, which has been mostly reported to be involved in hypoxia [19,55], was not differentially expressed in liver, as shown here. This tissue-specific transcriptional responses of mR-34a and miR-210 suggest differential sensitivity and function in the context of IUGR. In this study, miR-34a predicted targets belong to transcripts enriched in HIF-1 signalling pathway (*TF, PIK3R1, IGF1R* and *PIK3CB*) and metabolic pathways (*PCK1, PGM1, SUCLA2, ROCK1, SMAD6, ACADM* and *ABHD5*) (figure 5). MiR-885-3p is another miRNA that was also upregulated in the IUGR groups in this study. The predicted target transcripts of miR-885-3p were enriched in the HIF-1 signalling pathway (*TF* and *HIF1A*), TGF-beta signalling pathway (*TGFB1* and *SMAD6*) and citrate cycle (*PCK1* and *SUCLA2*). Six miRNAs (miR-216, miR-188-5p, miR-144, miR-10a-5p, let-7 g-5p and miR-182) were downregulated in the IUGR groups. Many placental miRNAs have been linked to IUGR, including let-7 g, which plays a role in fetal growth and development [56]. Our previous study showed that hepatic expression of let-7 family members negatively correlates with blood glucose and triglyceride levels [23]. A recent study showed that overexpression of let-7 reduces glucose production in primary hepatocytes of obese individuals [57]. Moreover, hepatic administration of let-7 improves hyperglycaemia and glucose homeostasis in diabetic mice [57]. In our study, glucose levels tended to be higher in the IUGR liver, while significantly higher triglycerides were observed in the IUGR liver, as well as downregulation of let-7 g-5p and an increase in key gluconeogenic genes.

Fetal and placental growth in pigs is influenced by many factors including genetic, epigenetic and environmental factors, even by the sex status of adjacent fetuses or the intrauterine position [58]. It has been reported that fetuses positioned toward the uterine-tubal junction are larger than fetuses positioned toward the cervix [59]. In addition, fetal weight has been reported to vary within a litter due to limited uterine capacity [60]. Overall, the causal reason for IUGR, even in our study with IUGR and AGA fetuses selected from the same mother (same-sex divergent full siblings) i.e. the same environment, apart from intrauterine position, remains to be elucidated. Measurements of umbilical blood concentrations and uterine and umbilical blood flow rates provide further information on whether the metabolic changes are due to nutrient deficiency, hypoxia or both. We have compiled a comprehensive systems biology study of omics data that reveals interactions and changes in the metabolic system associated with IUGR. Our multi-omics correlation and network analysis identified a bio-signature that differs between IUGR and AGA. In particular, the dependency between activated genes and metabolites plays an important role in metabolic homeostasis and shows distinct aberrations in IUGR. Most of the changes during mid-pregnancy in the IUGR liver involved lipid metabolism, especially in the category of sphingolipids and phospholipids, at both the transcript and metabolite levels. The HIF-1 pathway, the Hippo pathway and the functional pathways of ribosomes, glycolysis/gluconeogenesis and ferroptosis, as well as Cushing's syndrome were significantly altered when comparing IUGR and AGA. In addition, significant miRNAs with target transcripts enriched in the above pathways were identified, particularly miR-34a. Sex-specific phenomena were observed in both transcripts and metabolites and occur early in the embryonic stage, being more pronounced in males, especially in the metabolic system. This suggests that sex-specific adaptations in the liver occur in the metabolic system at mid-pregnancy (63 dpc).

## 4. Material and methods

### 4.1. Animals and sample collection

In this study, liver samples were used from the same animals previously used for muscle tissue analyses [3]. As previously described, one sire and 11 dams from a cross of German Landrace and Pietrain were used and a total of 118 fetuses were obtained at day 63 post-conception [3]. Discordant sibling pairs representing fetal weight extremes were selected from the 118 F2 fetuses. Fetuses that had less than two s.d. of the mean weight of the littermates were classified as intrauterine growth restricted (IUGR), while sex-matched littermates with weight close to the mean were classified as appropriate for gestational age (AGA). Based on these criteria, a total of 12 sibling pairs from 8 dams were selected for this study (IUGR; *n* = 12 including 7 males and 5 females; AGA; *n* = 12 including 7 males and 5 females).

In addition, we calculated relative fetal weight (%) as [(fetal weight−mean litter fetal weight)/mean litter fetal weight] × 100 according to a formula previously used to characterize IUGR using birth weight to assess mortality risk [61–63]. During the experiment, pigs had ad libitum access to feed (Trede and von Pein, Itzehoe, Germany) and water in standard housing of the FBN experimental station. After opening of the uterus, the fetuses were sequentially retrieved. The umbilical cord was cut about 2 cm from the umbilicus of each fetus, and the fetus was exsanguinated. Sex was determined by visual inspection of the external genitalia (clearly visible at this age) and recorded. Subsequently, the fetus was weighed on a Sartorius LC621P scale. Liver tissue from AGA and IUGR fetuses was immediately frozen in liquid nitrogen and stored at −80°C until RNA or metabolome extraction.

### 4.2. RNA isolation and gene expression profiling

Total RNA was isolated from ground livers using Tri-Reagent and processed using RNeasy Mini-Kits (Qiagen) and on-column DNase treatment. Electrophoresis in 1% agarose gels and spectrophotometric measurements using a Nano Drop ND-1000 spectrophotometer (PEQLAB) were performed to determine RNA integrity and quantification. Finally, additional measurements were performed using the Agilent 2100 Bioanalyzer (Agilent) and Agilent kits for RNA quantification.

Affymetrix microarrays (Affymetrix Snowball, Geo Platform GPL16569) with 47 880 probe-sets were used. 500 ng RNA of each of the 24 samples was transcribed first into cDNA and then into biotin-labelled cRNA and hybridized onto the arrays using the Affymetrix WT plus Expression Kit and the Genechip WT terminal labelling and hybridization kit according to the manufacturer's instructions (Affymetrix, Santa Clara, CA, USA). Hybridization, washing and scanning of the arrays were performed on Affymetrix hybridization ovens, fluidics stations and scanners and the Affymetrix GCOS1.1.1 software was used for quality control. The Expression Console software was used to obtain expression values by using robust multichip average (RMA) normalization and detection above background (DABG) algorithms. Expression values were further filtered to exclude transcripts with low signals and probe sets that were present in less than 75% of the samples. 10 086 probe sets passed the quality filtering and were used for further analyses. The expression data are available in the Gene Expression Omnibus public repository with the GEO accession number (GSE202677: GSM6128313- GSM6128336).

### 4.3. miRNA and validation of mRNA by qPCR

Selected differentially expressed mRNA transcripts and miRNAs were quantified in the liver from AGA and IUGR groups by qPCR using the Fluidigm BioMark HD System. The cDNA synthesis of miRNA and mRNA was performed according to a previous study [64]. Briefly, 100 ng of total RNA were poly(A) tailed and reverse transcribed using 1 unit of poly(A) polymerase 1 µM (BioLab), RT-primers (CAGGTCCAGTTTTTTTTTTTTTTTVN where V is A, C and G and N is A, C, G and T), 0.1 mM of NTPs, 100 units of MuLV reverse transcriptase (Invitrogen). The reaction was incubated at 42 °C for 1 h followed by 95 °C to inactivate the enzyme. In total 40 miRNA from 24 samples with two replicates each were used for qPCR with the Fluidigm BioMark HD System. Specific target amplification (STA) was done per manufacturer's recommendations. Pre-amplification sample mixtures were prepared using PreAmp Master Mix (Fluidigm PN 1005581) containing 1.25 µl of cDNA, 1 µl PreAmp Master Mix and 0.5 µl Pooled Delta Gene Assay Mix (500 nM) containing DNA-suspensions buffer and primers mixes (electronic supplementary material, file S1) in 5 µl total volume. The preamplification reaction was incubated at 95°C for 2 min, followed by 10 cycles at 95°C for 15 s and 60°C for 4 min. The preamplification reaction was cleaned up using exonuclease I, followed by 10 × dilution of STA with DNA suspension buffer (TEKnova, PN T0221). Fluidigm quantitative measurement runs were carried out with 48.48 dynamic arrays (Fluidigm Corporation, CA, USA) according to manufacturers instructions. In brief, 2.5 µl of 2 × SsoFast Evagreen Supermix with Low ROX, 0.25 µl 20 × sample-loading reagent and 2.25 µl of treated samples were prepared. Separately, an assay mixture was prepared for each primer pair and this included 2.25 µl of DNA Suspension buffer, 0.25 µl of 100 µM forward and reverse primer and 2.5 µl of 2 × assay-loading reagent. The dynamic arrays were first primed with control line fluid and then loaded with the sample and assay mixtures via the appropriate inlets using an IFC controller. The array chips were placed in the BioMark Instrument for PCR at 95°C for 10 min, followed by 30 cycles at 95°C for 15 s and 60°C for 1 min. The data were analysed with real-time PCR analysis software in the BioMark HD instrument (Fluidigm Corporation, San Francisco, CA). The internal controls of cel-miR-39-3p, 5S and 18S were used for miRNA and Actin beta (*ACTB*), *YMHAZ* and *RPS11* for mRNA. All these endogenous reference genes were unaffected by factors used in the study. Data analysis was done by 2^−Δ*C*t^ method. The primer sequences are listed in electronic supplementary material, table S4.

### 4.4. Metabolomic analysis

Liver samples are analysed according to protocols established at the FBN Core Facility Metabolomics [65]. Briefly, liver tissue samples were collected and frozen in liquid nitrogen and stored at −80°C until extraction. The samples were ground and homogenized before being split for extraction. The polar and non-polar layers were separated and dried under nitrogen flow at room temperature and stored until analysis. After reconstitution, the nonpolar phase and the polar phase were analysed in positive and negative ionization mode by RP ultra-high performance liquid chromatography-tandem mass spectrometry (UHPLC-MS/MS) (Vanquish UHPLC-System with heated electrospray ionization (HESI) QExactive plus Orbitrap mass spectrometer; Thermo Scientific, Waltham, USA). Identification and relative quantification of individual lipid species were performed at the production level (MS/MS fragmentation) using LipidSearch Software (Thermo Scientific, Waltham, MA, USA), and annotation of small metabolites was performed using Compound Discoverer 3.2 Software (Thermo Scientific, Waltham, MA, USA). In total 990 metabolites, from both polar and non-polar part, were identified. The metabolome was further filtered, normalized by logarithmic transformation, centred on the mean and divided by the square root of the standard deviation of each variable (Pareto scaling) using MetaboAnalyst 4.0 [66]. Finally, 742 metabolites were used for further analysis. The Human Metabolome Database (HMDB; http://www.hmdb.ca) and KEGG Database were used to identify metabolites by matching the molecular weight, numeric mass (*m*/*z*) values, retention times and ion mode.

### 4.5. Differentially expressed mRNA, miRNA and metabolites

To determine whether there were differences in liver gene expression and liver metabolites based on fetal weight groups, the normalized expression and metabolite data served as dependent variables for variance analysis using JMP Genomics 9.0 (SAS Institute, Cary, NC, USA). The mixed model analysis procedure under JMP Genomics 9.0 (SAS Institute, Cary, NC, USA) was used for statistical analysis. A linear model was applied that included fetal weight group (IUGR and AGA) and sex (male and female) as fixed effects and mother as a random effect. The Tukey-Kramer post hoc test (type III) was calculated to adjust each comparison for all effects, IUGR versus AGA or IUGR versus AGA for female or IUGR versus AGA for male. We considered FDR less than 0.1 as significant threshold for mRNA and metabolite. Due to a small number of miRNA input, we considered significance thresholds of miRNA at *p* < 0.05.

### 4.6. Prediction of miRNA target genes and their correlation analysis

To investigate the downstream target mRNAs for differentially expressed miRNAs (eight miRNA) between IUGR and AGA fetuses, 17 065 3′-UTR sequences, 16 857 5′-UTR sequences and 20 310 coding sequences were extracted from the Sus scrofa genome sequence (Sscrofa11.1) based on Ensembl annotation v. 102. Using the sequences of mature miRNAs, RNAhybrid v. 2.1.2 was used to predict the target genes of differentially expressed miRNAs. The parameters were set for a single hit per target, a human-based assumed *p*-value distribution, a minimum free energy (MFE) threshold of less than −25 kcal mol^−1^, and a helix restriction of base 2 to 7 [67,68]. Pearson correlation between miRNAs and mRNAs was calculated. Only the predicted target mRNA that were negatively correlated with miRNA and that were also differentially expressed between IUGR and AGA fetuses were used for further analyses.

### 4.7. Data integration of the metabolome, mRNA and miRNA

The normalized metabolites, mRNAs and miRNAs were used as input for further analysis. In order to identify a highly correlated multi-omics signature discriminating between IUGR and AGA groups, the multi-block discriminant analysis with DIABLO (Data Integration Analysis for Biomarker discovery using a Latent cOmponents) embedded in the R package ‘mixOmics’ (v. 6.6.2) was used [69,70]. Transcripts and metabolome data were used as input for identifying the molecular drivers for IUGR traits.

To assess the number of parameters, the global performance, the balanced error rate (BER), to select the optimal metric distance, and to define the number of components kept for our block.splsda analysis, we computed the evaluation criteria using the perf() function from DIABLO. As input arguments we used our block.splsda object (without variable selection), Mfold validation (*n* = 10), repeated cross-validation (50 repetitions). We fine-tuned our model using tune.block.splsda() function, and determined the optimal number of variables kept for our final block.splsda analysis. The output variable $choice.ncomp integrates the centroids.dist distance as well as the BER and indicates the optimal number of components for the final DIABLO model.

## Data Availability

The expression data are available in the Gene Expression Omnibus public repository with the GEO accession number (GSE202677: GSM6128313–GSM6128336). The data are provided in electronic supplementary material [71].

How the deposited data were processed for this re-analysis (not part of the article)

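Liver RNA of 24 pig fetuses at 63 dpc was measured with 1 Affymetrix Snowball array per fetus. The authors used GCOS 1.1.1 for quality control and made the deposited log2 values with the Expression Console software, using RMA, and separately computed detection calls above background. The deposited log2 table holds 47845 probe sets and is not centred per gene. It includes probe sets below the authors' filter. The genome build behind the array's probes is not given in the sources used here, so no coordinates are reported. No count or depth applies to an array, and the level of background probe sets limits what low levels can show.

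Each array is labelled with a fetus number. Growth group, sex and dam of each fetus were not mapped, so no comparison between IUGR and AGA fetuses or between sexes was made, and the mixed model, the enrichment analyses and the discriminant analysis of the paper were not repeated. The qPCR, miRNA qPCR and metabolite values were not analysed here. All results describe the variation over the 24 livers.

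A probe set passed the filter when its log2 level was at least 6 in at least 18 of the 24 arrays, the share of 75% that the paper's methods name. Gene symbols came from the platform annotation, which names 26426 probe sets with 1 symbol each, none with several, and leaves the other probe sets unnamed here. Where a gene had several probe sets, the one with the highest mean level was used. The genes named in the text are those the paper's text names, the members with the highest mean or the widest range in each gene list, the 10 genes with the highest mean, the 10 with the largest SD, and the 10 with the most positive and the 10 with the most negative correlation with the axis described under other observations. The gene lists, which cover liver and blood cell types, metabolic pathways, hypoxia, ferroptosis, cell cycle and stress, were fixed before the data were examined.

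Correlations over livers are Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples. These tests treat sibling livers as independent, so their p-values are approximate. The mean correlation within each gene list was compared with 10000 random lists of the same size, in which each gene was replaced by 1 of the 50 genes nearest in mean level. The contrast between genes of opposite stated direction was tested against 10000 random reassignments of the directions. P-values were adjusted by the Benjamini-Hochberg method over the lists. Values were called separate clusters when the largest gap between sorted livers, with at least 3 livers on each side, exceeded the 95th percentile of gaps in normal samples of the same number. The list and contrast tests were tested on simulated data with the means and SDs of 3379 genes, of which 200 shared a hidden factor with a loading of 0.6. In 50 repeats the contrast had a mean of 0.712 where 0.72 was built in, the seeded lists passed in 100% of the repeats, and 5.2% of the tests on data with no factor passed the threshold of 0.05. Apart from the factor, the simulated genes and livers were independent, unlike the real genes and sibling livers, and no gene was picked on the same arrays. This rate therefore need not hold for the real data.

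Alternatives were other limits of the filter, Spearman's rho, the mean of all probe sets, the probe set with the largest SD, aligned array medians, leaving out the 2 arrays farthest from the median on the first principal component, and removal of technical measures from each gene. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.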

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

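The choice of the background limit and the values within the sides of the ACAA2 gap were added after seeing the data. The number of filtered probe sets was 10452 with a limit of 5, 2745 with a limit of 7 and 3451 with the 95th percentile of each array's own background as the limit, and the numbers of distinct genes were 5647, 1613 and 2008. The correlation of ACAA2 with ACADM kept its sign and its side of the threshold with rho, with aligned array medians and without the 2 arrays farthest out (each gene has 1 probe set, so the choice of probe set could not matter), but r was -0.440 below and -0.0456 above the gap in ACAA2, where fewer livers and a narrower range of ACAA2 were tested. The contrast of the text-named genes remained past its threshold under all of its alternatives, between 0.405 and 0.808. This says little of its strength, since genes picked on the same arrays readily give such contrasts. The lowest of 100 random splits gave 0.285 (mean of 50 draws), and 18 reached the observed contrast. The 95th percentile for reassigned directions of the text-named genes was only 0.0843. Without fetuses 311 and 312 the number of lists correlated with the axis was 1 in place of 8, although r stayed near its size for most, as with -0.480 for cell cycle and 0.413 for endothelial genes. For single lists, 6 calls of coherence were gained (TCA cycle and fatty acid degradation) and 6 lost (hepatocyte, endothelial and glycolysis) over all alternatives, and 19 calls against the axis were lost, most often for endothelial and cholesterol synthesis genes. Low signals near the background limit what can be said of ARG2.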

Differences from the paper's values

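The paper reports 10086 probe sets that passed its filter, while 5868 passed the limit of 6 used here. Its filter rests on detection calls, which were not used here, and on a signal limit that its text does not name. Of the alternatives set before the data were examined, the limit of 5 gave 10452, within 1.5 times the paper's number, and the limit of 7 with 2745 and the requirement of all 24 arrays with 4661 did not.

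For the combined analysis the paper reports 6284 mRNAs, while the filtered probe sets here carry 3379 distinct symbols. The limit of 5 gave 5647, within 1.5 times the paper's number. The limit of 7 with 1613 and the requirement of all 24 arrays with 2726 did not.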

Other observations

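The tests with array background, GC-rich and AU-rich mRNAs, mRNA length, random splits and probe sets of single genes were chosen after the results they concern were seen. Fetal liver at 63 dpc carried the transcripts of both hepatocytes and blood-forming cells. Of the 20 hepatocyte genes listed, 19 passed the filter, among them SERPINA1, TTR and TF, and ALB and HP had the widest ranges, 3.01-fold and 3.81-fold over the 24 livers. Of the 27 erythroid genes listed, 16 have a named probe set and 14 of these passed, with a median log2 level of 12.27 for the beta-globin gene HBB, 11.09 for HEMGN and 10.46 for ALAS2, and HBZ and TFRC spanned 4.23-fold and 2.35-fold, for HBZ over a lowest level in the range of the background. The genes of 11 of 14 lists varied together more than matched random lists at an adjusted p under 0.05. The mean r between members was 0.940 for the granulocyte genes MPO, S100A8, S100A9 and S100A12, 0.593 for ribosomal protein genes, 0.531 for cell cycle genes, 0.515 for erythroid genes, 0.514 for stellate and mesenchymal genes and 0.311 for macrophage genes, at adjusted p-values of 0.00035, 0.00035, 0.00035, 0.00035, 0.00056 and 0.0114. It was 0.288 for cholesterol synthesis, 0.222 for glycolysis, 0.217 for endothelial, 0.206 for hepatocyte and 0.191 for hypoxia genes, at adjusted p-values of 0.0030, 0.00163, 0.0434, 0.0252 and 0.0179. The TCA cycle list with 0.106, the fatty acid degradation list with 0.0987 and the ferroptosis list with 0.0515 did not pass, at adjusted p-values of 0.0936, 0.108 and 0.602, but the TCA cycle list passed under 5 alternatives and the fatty acid degradation list under 1, with aligned array medians. Without fetuses 311 and 312 the number of lists that passed was 8, and the glycolysis, hepatocyte and endothelial lists, with a mean r of 0.107, 0.169 and 0.219, did not, at adjusted p-values of 0.112, 0.121 and 0.0753. The granulocyte mean fell to 0.749 without these livers and was 0.803 with Spearman's rho, and the list passed in both. With rho the hepatocyte and endothelial lists did not pass, at an adjusted p of 0.0509 for both. With a limit of 7 the endothelial list did not pass either, at an adjusted p of 0.054. Fewer than 3 genes passed the filter in the megakaryocyte, lymphocyte, biliary and immediate early lists. These lists were tested only under alternatives that admit lower signals. Without a filter the megakaryocyte, biliary and immediate early lists passed (mean r 0.326, 0.204 and 0.0952, adjusted p = 0.00026, 0.0149 and 0.0054). The lymphocyte list did not (0.0608, adjusted p = 0.0669). With a limit of 5 the megakaryocyte list passed (0.461, adjusted p = 0.00064). The biliary list (0.141, adjusted p = 0.193) and the immediate early list (-0.0219, adjusted p = 0.587) did not.

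The granulocyte genes were highest in fetuses 311 and 312, where S100A8 reached 10.31 in fetus 312 against a median of 7.09 over all livers and MPO reached 10.36 in fetus 311 against 7.61. The complement gene C1R was also highest in fetus 311, at 9.54 against a median of 6.58. These livers lay farthest out on the first principal component, at -18.1 and -17.8, which held 20.9% of the variance. On the second component, with 10.2% of the variance, fetuses 274, 312 and 311 formed a separate cluster at -14.9, -9.38 and -8.96. Fetus 274 also had the lowest value for the highest r with another array, 0.968, and no alternative left this liver out. Among the filtered stellate genes the widest spans were 7.16-fold for DCN and 6.50-fold for COL1A1, both over lowest levels in the range of the background. IGFBP1 was lowest in fetus 340, at 7.69, and highest in fetus 360, at 12.12. Fetus 360 also had the highest level of IFI6, 9.69 against a median of 6.86. Of the 9 sex-linked genes listed, only EIF1AY and SRY, both Y-linked, have a named probe set. They ranged from 6.59 to 7.62 and from 1.97 to 2.96, and neither fell into separate clusters, so these probe sets did not separate the livers by sex. SRY, at a median of 2.33, did not pass the filter and could hardly have done so. The fetuses of the study include both sexes, so the signal of EIF1AY in every liver cannot be read as Y-linked expression.

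Genes that the paper's text states to be higher in IUGR varied against those it states to be lower, without any group label. Of 17 genes stated higher and 25 stated lower, 11 and 17 passed the filter. Pairs with the same stated direction had a mean r of 0.359 and pairs of opposite direction -0.327, a contrast of 0.687 (p = 0.0001 from reassigned directions, the smallest they can give). The study picked these genes on the same arrays, so this is not independent evidence of their directions. An axis was formed from the mean standardized level of the former minus that of the latter. It ran largely along the first principal component. The highest axis values, 2.25 in fetus 311, 1.78 in 303 and 1.48 in 281, lay at -18.1, -9.40 and -11.9 on that component. The lowest, -1.81 in fetus 370, -1.65 in 363 and -1.48 in 327, lay at 9.75, 10.2 and 10.7. Some livers departed from this, as fetus 274 with 0.317 and 5.44. Correlations of genes or lists with the axis may therefore in part restate this component. In Fig. 4b, read by eye, the qPCR bars of ACADL, ACADM, ACADSB, ACSL4, GCLM, TF and FH run against the directions of the text, while Fig. 4a shows ACADSB and FABP1 lower and ribosomal protein genes higher in IUGR, as in the text, and the axis rises with ribosomal protein genes. For each of the genes named from Fig. 4b, the paper's text reports a positive correlation between array and qPCR levels. The bars therefore need not mean that the qPCR levels contradict the array. The directions of the text were used, and none was tested here. Each of the 11 genes stated higher correlated positively with the axis built without it, from 0.412 for CDKN2B to 0.728 for GAPDH. Of the 17 stated lower, all but SUCLA2 at 0.00259 correlated negatively, from -0.0562 for PGM1 to -0.858 for USP8, with -0.849 for ACADL and -0.801 for ACADM. Outside these genes, EEF1D, NEK6, RPS21, RFXANK, RPS18, IGFBP2, APLP2, DGAT2, EIF2B2 and BOLA1 had the most positive correlations, from 0.799 to 0.903, and ATAD2B, RDX, SMC6, LRRIQ4, IPO8, LARP7, MAB21L3, ASH1L, GOLGA4 and GOLGB1 the most negative, from -0.927 to -0.878. By list, the axis rose with ribosomal protein genes (r = 0.733, rho = 0.703, adjusted p = 0.00098 from the permutation test of r), macrophage genes (r = 0.604, rho = 0.630, adjusted p = 0.00835), TCA cycle genes (r = 0.480, rho = 0.387), cholesterol synthesis genes (r = 0.469, rho = 0.487), endothelial genes (r = 0.466, rho = 0.478) and granulocyte genes (r = 0.452, rho = 0.357), and fell with cell cycle genes (r = -0.503, rho = -0.583), the last 5 at an adjusted p of 0.034, and with erythroid genes (r = -0.447, rho = -0.510, adjusted p = 0.041). With rho between the scores the TCA cycle and granulocyte lists did not pass, at adjusted p-values of 0.0983 and 0.123, and with each gene ranked before scoring the TCA cycle list passed at 0.0325 and the granulocyte list did not at 0.0741. Without fetuses 311 and 312 only the ribosomal list of these 8 passed, and r was 0.155 for granulocyte and -0.303 for erythroid genes. The other 5 kept an r of similar size, 0.538 for TCA cycle, 0.520 for macrophage, -0.480 for cell cycle, 0.413 for endothelial and 0.412 for cholesterol synthesis genes, so their lost calls do not show that these livers carried the relations. The endothelial list also failed under 4 further alternatives and the cholesterol synthesis list under 3, among them the mean of all probe sets, with an adjusted p of 0.0502 for both, so these calls are marginal. The erythroid list also failed without a filter (r = -0.393, adjusted p = 0.0958) and with a limit of 5 (r = -0.391, adjusted p = 0.0841). Without a filter the macrophage list (r = 0.403, adjusted p = 0.089) and the TCA cycle list (r = 0.430, adjusted p = 0.0699) failed as well. Of the lists with fewer than 3 filtered genes, the megakaryocyte list passed without a filter (r = 0.575, adjusted p = 0.0154). With a limit of 5 its score fell into separate clusters. The immediate early list passed with a limit of 5 (r = -0.520, adjusted p = 0.0272) but had an r of 0.203 without a filter. The lymphocyte and biliary lists did not pass. Hepatocyte, stellate, fatty acid degradation and ferroptosis genes had an r of -0.258, -0.203, -0.105 and -0.142 and did not pass. No r is given for glycolysis and hypoxia genes, since the axis without their members fell into separate clusters. The full axis also left a gap, between -0.617 in fetus 307 and 0.317 in fetus 274, only narrowly below the size for calling separate clusters. The lists were not tested within the sides of this gap, so their r may in part reflect a difference between the sides.

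Part of this contrast may follow from the way the genes were picked. In 100 random splits of the 24 livers into groups of 12, genes drawn from the most different ones in the paper's proportions gave a contrast (mean of 50 draws per split) with a median of 0.478, and 18 splits reached the observed value, so a contrast of this size also arises for genes picked on the same arrays by random splits. In the residuals on the slope of the background probes on GC, 104.5% of the contrast remained, which argues against this slope as its source, and the score of 16 long GC-rich mRNAs had an r of 0.378 with the axis (bootstrap interval -0.0711 to 0.680), which argues narrowly against mRNA length alone, while 17 long AU-rich mRNAs had an r of -0.844 and the difference between short and long mRNAs an r of 0.601, but the short mRNAs alone only 0.105 (lists written from general knowledge of the human genes, with no sequence examined). Removing the difference between the GC-rich and the AU-rich score left 58.9% of the contrast (bootstrap interval 33.8 to 86.5), so a technical or biological effect on AU-rich mRNAs stays open as a candidate source. The AU-rich score alone followed the axis more closely than this difference did (r of -0.844 against 0.737). It was not removed by itself, and less of the contrast might have remained without it. RNA integrity was not examined. Removing the erythroid score left 92.3% and the spread of relative log expression, a measure of array quality, 93.1% (bootstrap intervals 65.2 to 112 and 72.3 to 108), and neither could be excluded as a part, and growth group, the biological explanation that the study's design names, was not tested.

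Of the 3379 genes, 217 had livers in separate clusters, 6.42% against 4.78% of normal samples of the same size, and 4 of them had a gap of at least 1 on the log2 scale. All 4 were among the 10 genes with the largest SD. OSTC lay between 4.38 and 4.88 in fetuses 272, 274, 307 and 376 and at 7.30 or above in the other 20. ACTC1 lay between 3.78 and 5.54 in fetuses 303, 320, 324, 352 and 363, AGTPBP1 between 3.90 and 4.55 in fetuses 281, 307, 338 and 340, and ENPP3 between 5.23 and 6.75 in fetuses 303, 324, 355, 360 and 363. A sequence variant under the probes of 1 probe set may give such a pattern. Of 3 other probe sets of these genes with a median of at least 5, 0 had exactly the same lowest livers. For OSTC, a sequence variant under the probes of the probe set stays a candidate source, since the other filtered probe set shared 1 of its 4 lowest livers. For ENPP3 the other probe set, which also fell below the filter at a median of 5.53, shared 4 of the 5 (exact hypergeometric test, p = 0.00226). Whether the probe sets of ENPP3 share probes or cover the same variant was not checked. The test also treats sibling livers as independent, so this overlap does not decide for or against a sequence variant. For ACTC1 the only other probe set with a median of at least 5, at 5.42 and below the filter, shared 1 of 5. Its remaining probe sets had medians from 1.01 to 2.82. For AGTPBP1 there were 0 other probe sets at that level, and the others had medians of 1.06 and 1.53. The explanations cannot be told apart for these genes, since missing overlap at a low signal carries little weight.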
